A study of Homo sapiens with 12 samples. Its data were reported in "TAZ-CAMTA1 and YAP-TFE3 alter the TAZ/YAP transcriptome by recruiting the ATAC histone acetyltransferase complex" (2021).

How the data were processed

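RNA was sequenced from SW872 cells, a human liposarcoma line, that stably expressed either the TAZ-CAMTA1 (TC) or the YAP-TFE3 (YT) fusion protein. Each line carried a non-targeting control hairpin (shNT) or a hairpin against YEATS2 or ZZZ3, which both code for subunits of the ATAC histone acetyltransferase complex. The labels place 12 libraries in 6 groups of 2, and samples were grouped from these labels alone. The column names of the deposited tables carry the same lane and run string for the 12 libraries. The labels do not give the batches of library preparation or the hairpin sequences used. The study describes its sequencing replicates in general as separately transduced with the constructs and calls the libraries of the knock-downs biological replicates, without saying whether these were transduced separately with fusion or hairpin.

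The deposited tables hold raw counts per gene, as whole numbers, for each library. According to the methods of the study and the labels, the authors made stranded, poly(A)-selected libraries and sequenced paired ends. The reads were run through the bcbio-nextgen pipeline and aligned with HISAT2 to the human hg38 assembly with Ensembl annotation. The methods also describe gene-level counts made from Salmon output with tximport, and do not say whether the deposited whole-number counts came from these or from the alignments. They do not describe the knock-down libraries apart from the other RNA sequencing of the study, nor the handling of strand and of multiply mapped reads. No normalization or gene filter had been applied by the authors: the tables list 58735 Ensembl gene IDs, of which 25748 were at 0 in all libraries and 32987 had at least 1 count. The per-library tables and the combined table held the same values, with 0 differing cells. Gene positions, types and current symbols came from GENCODE release 44 (GRCh38), in which 99.1% of the gene IDs were found. Genes were joined by Ensembl ID, because 2610 of the tested IDs carry another symbol in the deposited table; ZZZ3, for example, is listed there as AC118549.1, CCN1 as CYR61 and CCN2 as CTGF. Alignment of reads, reads spanning the fusion junctions, and the chromatin and protein data of the study were not analysed here.

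Counts were normalised by the trimmed mean of M values (TMM). Genes with a mean of at least 5 counts over the 12 libraries were tested, which left 18415 genes. A quasi-likelihood negative binomial model with group as the factor was fitted to all 6 groups in edgeR (version 4.0.16, R version 4.3.3, robust estimation, prior count of 2 for log2 fold changes), with 6 residual degrees of freedom and a median of 5.38 prior degrees of freedom. From this fit 7 contrasts were tested: each hairpin against shNT within each fusion, the difference of each hairpin's effect between the fusions (YT minus TC, an interaction), and YT shNT against TC shNT. All tests were two-sided. P values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene is called where the adjusted p is under 0.05. Values per library are TMM-normalised CPM (counts scaled to a common library total). Standard errors of log2 fold changes come from the same fit.

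Total counts ranged from 17451893 to 29294805 per library. At these depths a gene in a pair of libraries with 3 or fewer counts in each was taken as at the floor of detection, and a fold change against such a pair was given only as a lower bound computed against 3 counts. The common biological coefficient of variation was 0.205 over the 6 groups, and with 2 libraries per group the spread within any single group is poorly known. The procedure was tested on simulated data with the fitted dispersions. Of 200 genes changed by 4-fold in 1 contrast, 188 (94.0%) were called, with 11 of the unchanged genes. The interaction contrast called 136 (68.0%) of them, and the 2 contrasts without any change gave 0 calls.

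The size of an effect was also measured without a test, as the robust spread (scaled median absolute deviation) of the log2 fold changes over the 13258 genes with a mean of at least 50 counts. Correlations between contrasts were computed across the same genes, which are not independent replicates, so no p is given for them. Contrasts that share control libraries correlate by construction, so the values were set beside 10 simulated data sets in which no group differed. Principal components were computed on log2 CPM of the 500 most variable of these genes.

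Gene lists were tested with camera in limma (version 3.58.1, preset correlation of 0.01) and with fry, adjusted over 49 tests (7 lists by 7 contrasts). The lists were 24 target genes of YAP and TAZ, 16 genes induced by MAPK signalling, 20 lysosomal and other targets of TFE3 and its relatives, 15 interferon-induced genes, 20 cell cycle genes, the extracellular matrix genes (91 symbols matched by name, 78 of them tested) and 11 ATAC subunits. The lists were written from general knowledge, and the matrix pattern includes FBLN5, SPP1, GPC4 and LAMA1, which the study picked from these same libraries, so the matrix list is not independent evidence.

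The named genes are the hairpin targets, the parent genes of the fusions, genes that the study names for these libraries or as targets of the fusions, the ATAC subunits, and the genes with the largest change in each contrast. The last were the 3 largest falls and 3 largest rises in each knock-down contrast, and the 2 largest each way in the other contrasts, among called genes with a mean of at least 50 counts over the libraries of the contrast and no overlap between the groups. These rules, the tests, the gene lists and the alternatives were fixed before the data were examined, except where a choice is said to have been made later.

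The alternatives were other scalings (median-of-ratios size factors, upper quartile, library totals), other gene filters, DESeq2 (version 1.42.0) and limma-voom, fits to the libraries of a contrast or of a fusion alone, replicate number as a block, a stricter threshold (0.01), a minimum change of 2-fold, other count minimums (5 and 500) where genes with a mean of at least 50 counts were used, a lower prior count (0.5), and each library left out in turn. After the data were seen, a correction for GC content was added, in which each library's trend of deviation with the GC content of the gene (loess, span 0.3) entered the fit as an offset; 99.4% of tested genes had a GC value. A further one also removed medians over windows of 25 neighbouring genes. Figures were drawn in Python (version 3.11.15) with matplotlib (version 3.10.9).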

Results

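Gene expression was measured by RNA sequencing in SW872 liposarcoma cells that expressed TC or YT, each with shNT, shYEATS2 or shZZZ3, in 2 libraries per group. In the order replicate 1 and replicate 2, total counts were 27596240 and 19420504 in TC shNT, 28038851 and 19206236 in TC shYEATS2, and 25066218 and 18654191 in TC shZZZ3. They were 18880502 and 17451893 in YT shNT, 25086177 and 19843181 in YT shYEATS2, and 29294805 and 22107599 in YT shZZZ3. The 10 most counted genes took between 5.55% and 7.43% of the counts of a library, and no gene took more than 1.79%. Mitochondrial genes took between 3.66% and 6.17%.

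The libraries were first placed by principal components of the 500 most variable genes, to show how far each knock-down moved each line. The first component held 49.1% of the variance and the second 24.7%. Over all genes with a mean of at least 50 counts the first component held 33.8%, which was the alternative that moved this share most. Along the first component YT shYEATS2 lay apart from the other groups. Distances were taken over the log2 CPM of all 500 genes, and not on the plotted components, where libraries can lie closer. The libraries of a pair lay between 8.25 and 14.05 units apart in 5 groups, and 32.2 units apart in TC shYEATS2. The smallest distance between libraries of different groups was 24.2 units. The mean distance of TC shYEATS2 to TC shNT was 25.9 units, less than that between the TC shYEATS2 libraries, against 68.3 units for YT shYEATS2 to YT shNT, 31.6 units for TC shZZZ3 and 41.8 units for YT shZZZ3 to their controls. YT shNT and TC shNT lay 48.0 units apart.

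**Figure D1:**
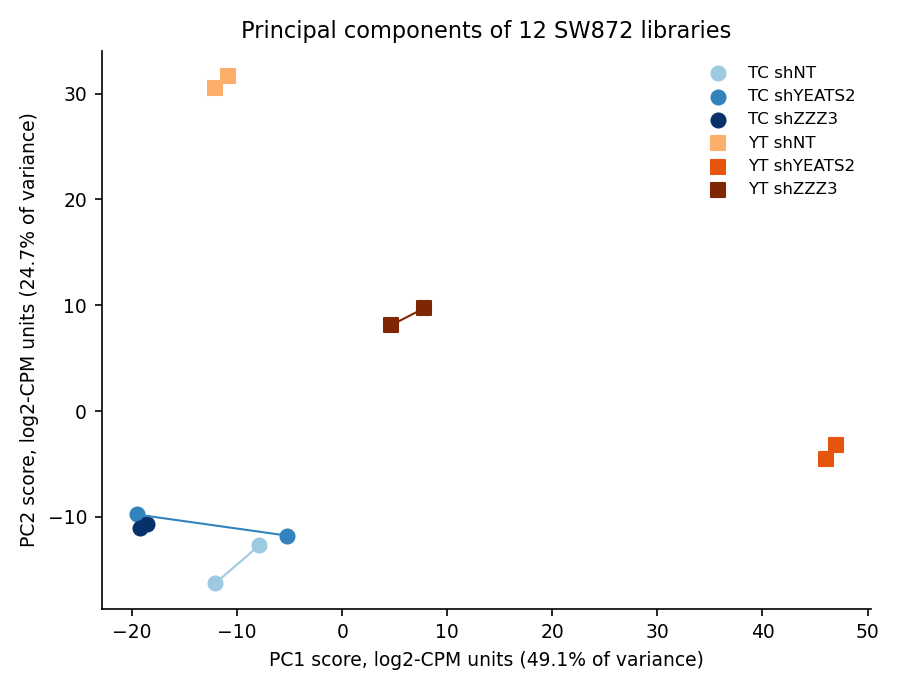
Scores of the 12 libraries on the first and second principal components of log2 CPM (500 most variable genes), with lines joining the 2 libraries of a group. The YT groups spread over both axes, with YT shYEATS2 at scores of 46.1 and 47.0 on the first component, and the 6 TC libraries lie together with the TC shYEATS2 pair spread along it.

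The hairpin targets were examined next, to measure the knock-down in each line. YEATS2 (ENSG00000163872, GRCh38 chromosome 3, 183697797 to 183812624) averaged 118 ± 7.37 CPM (SD, n = 2) in TC shNT and 40.3 ± 7.32 CPM (SD, n = 2) in TC shYEATS2. In the YT line it averaged 116 ± 2.03 CPM (SD, n = 2) in shNT and 36.2 ± 3.27 CPM (SD, n = 2) in shYEATS2. By edgeR quasi-likelihood tests with Benjamini-Hochberg adjustment, the log2 fold change was -1.54 (SE 0.177, adjusted p 0.0138) in TC and -1.68 (SE 0.178, adjusted p 1.04e-04) in YT, with both knock-down libraries below both controls in each line. When only the libraries of the contrast were fitted, the fall in TC was -1.57 with an adjusted p of 0.150 by edgeR, the alternative that raised its p most. With DESeq2 the adjusted p was 5.12e-12. The fall did not differ between the lines (interaction -0.13, SE 0.246, edgeR adjusted p 0.781).

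ZZZ3 (ENSG00000036549, GRCh38 chromosome 1, 77562416 to 77683419, listed in the deposited table as AC118549.1) varied more between libraries of a pair. Its CPM was 25.6 and 60.4 in TC shNT, 21.9 and 22.7 in TC shZZZ3, 71.2 and 49.1 in YT shNT, and 12.6 and 29.6 in YT shZZZ3. The edgeR log2 fold change was -0.94 (SE 0.422, adjusted p 0.450) in TC, so no fall of its RNA passed the threshold there. The study reports ZZZ3 protein lowered by western blot in SW872 TC cells, without stating whether those cells gave these libraries. In YT the log2 fold change was -1.51 (SE 0.426, edgeR adjusted p 0.0453). Both knock-down libraries were below both controls in each line. The value rests on single libraries: in TC it was -0.22 without TC shNT replicate 2 and -1.45 without TC shNT replicate 1, and in YT -0.97 without YT shZZZ3 replicate 1 and -2.25 without YT shZZZ3 replicate 2. With the GC correction the edgeR adjusted p was 0.0650 in TC (log2 fold change -0.78) and 9.37e-04 in YT (-1.39). In YT, scaling by library totals gave an edgeR adjusted p of 0.0864 and fitting the contrast alone gave 0.0540. The interaction was -0.57 (SE 0.592, edgeR adjusted p 0.717). ZZZ3 was also lower in YT shYEATS2, by a log2 fold change of -0.95 that did not pass over all 6 groups (SE 0.420, edgeR adjusted p 0.130) and passed when the contrast was fitted alone (edgeR adjusted p 6.59e-04) or with the GC trend and window medians removed (-0.50, edgeR adjusted p 0.0486). Of the other 9 ATAC subunits, DR1 in YT shYEATS2 was the only one called in a knock-down contrast, at -0.88 (edgeR adjusted p 0.0223, lower in both libraries).

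**Figure D2:**
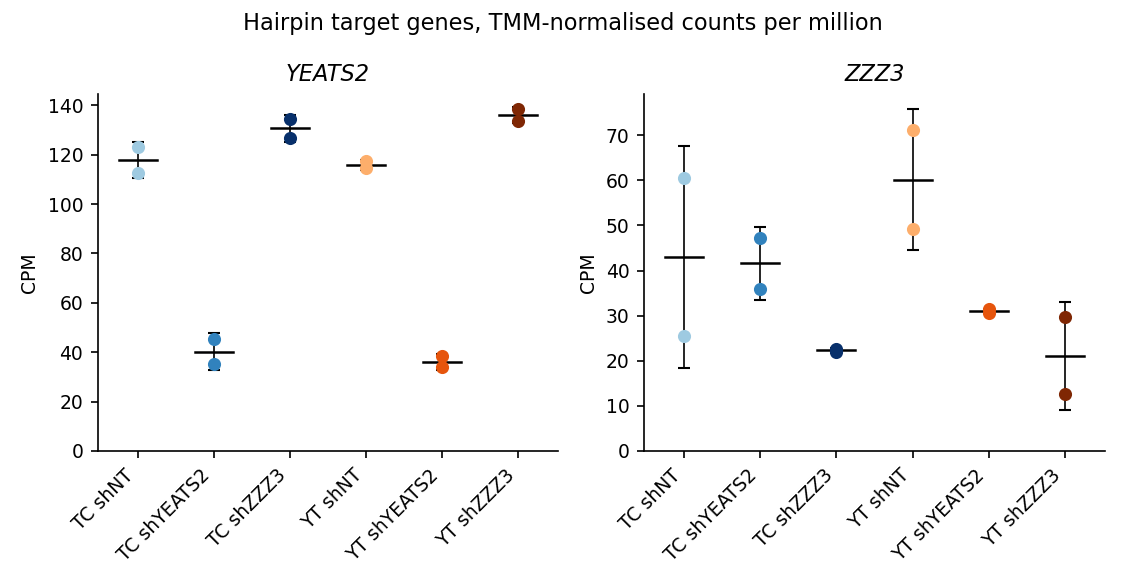
CPM of YEATS2 and ZZZ3 in each library (points), with group means and SD (bars, n = 2) in the 6 groups. YEATS2 lies at 45.5 CPM or less in the 4 shYEATS2 libraries and between 113 and 138 CPM in the others, and the 2 TC shNT libraries differ for ZZZ3 (25.6 and 60.4 CPM).

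The parent genes of the fusions were compared between the shNT lines, because reads from a fusion transgene are counted on the genes it was made from. CAMTA1 was lower in YT shNT than in TC shNT by a log2 fold change of -1.31 (SE 0.216, edgeR adjusted p 3.40e-03), in both libraries. The other parents did not differ by the edgeR test: WWTR1 at -0.18 (adjusted p 0.625), YAP1 at 0.28 (adjusted p 0.538) and TFE3 at 0.56 (adjusted p 0.165). These values moved with the TC shNT libraries: without replicate 1 they were -0.35, -0.07 (the other sign) and 0.88, and without replicate 2 they were -0.04, 0.68 and 0.25. CAMTA1 was higher in TC shZZZ3 than in TC shNT, by 1.13 (SE 0.212, edgeR adjusted p 0.0233, or 0.0928 when the contrast was fitted alone) in both libraries. WWTR1 was -0.10 there (edgeR adjusted p 0.948). In YT shYEATS2, WWTR1 rose by 0.77 (edgeR adjusted p 0.0198, higher in both libraries).

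The genes moved by each hairpin were counted to measure how far each line responded to it. No group without a fusion carried a hairpin. The counts therefore do not separate dependence of a fusion's expression programme from other effects of a hairpin. Of 18415 genes tested in edgeR, 8 were called in TC shYEATS2 (6 higher and 2 lower), 281 in TC shZZZ3 (172 higher and 109 lower), 3821 in YT shYEATS2 (1769 higher and 2052 lower) and 1846 in YT shZZZ3 (811 higher and 1035 lower), each against its shNT. The interaction called 1725 genes for the YEATS2 hairpin, of which 650 had the higher value in YT and 1075 the lower, and 795 genes for the ZZZ3 hairpin (268 and 527). The counts at an unadjusted p under 0.05 were 927, 1991, 6439 and 4508 for the 4 knock-downs and 4435 and 3146 for the interactions. The TC shYEATS2 count moved most with the alternatives, from 0 genes in a fit of the TC groups alone (663 at an unadjusted p under 0.05) to 213 genes with no filter on low counts. The largest shift of the median of all genes under another scaling was 0.06 (log2).

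**Figure D3:**
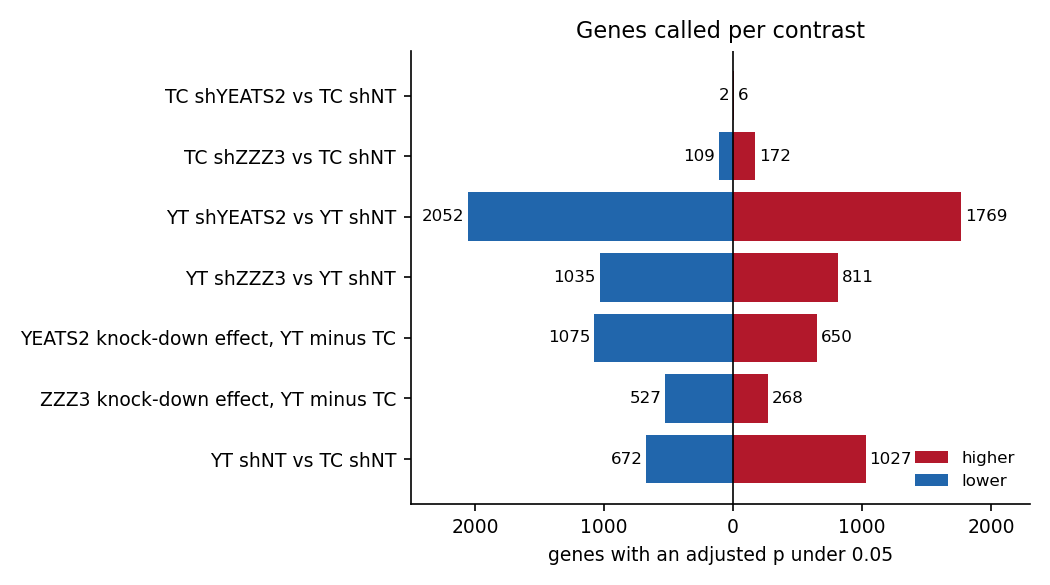
Numbers of genes called (edgeR, adjusted p under 0.05) as lower (left) and higher (right) in each of the 7 contrasts. The YT knock-downs gave 3821 and 1846 calls and the TC knock-downs 8 and 281.

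The robust spread of log2 fold changes was 0.200 for TC shYEATS2, 0.281 for TC shZZZ3, 0.636 for YT shYEATS2 and 0.471 for YT shZZZ3. Simulated groups that did not differ gave 0.282 in each of the 4 contrasts and at most 0.287. The TC values did not exceed this and the YT values did. The simulation gave each group the same dispersions, whereas the coefficient of variation of the pairs ran from 0.0743 (TC shZZZ3) to 0.296 (TC shNT). It therefore cannot tell whether the TC effects exceed the variation of their own libraries. The same limit holds for the simulated correlations below. The ratio of YT to TC was 3.18 for the YEATS2 hairpin and 1.68 for the ZZZ3 hairpin. Single libraries moved these ratios: without TC shNT replicate 1 they were 1.477 and 0.962, and without TC shNT replicate 2 they were 1.62 and 1.10. Without YT shZZZ3 replicate 2 the ratio for the ZZZ3 hairpin was 2.40. The spreads in TC shYEATS2 and TC shZZZ3 were 0.430 and 0.486 without TC shNT replicate 1, and 0.392 and 0.425 without TC shNT replicate 2, where the control is a single library. With all libraries, removal of the GC trend and of window medians moved the spread most, to 0.463 for YT shYEATS2.

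Whether the hairpins moved the same genes was measured by correlation across 13258 genes, which are not independent replicates. The effects of shYEATS2 and shZZZ3 correlated at r 0.684 (Spearman 0.696) in YT, above the 0.509 that the shared controls gave on average in simulated data. In TC they correlated at r 0.392 (Spearman 0.421), below the simulated 0.501; the value was 0.155 without TC shYEATS2 replicate 1 and 0.667 and 0.596 without TC shNT replicates 1 and 2. Of 1228 genes called for both hairpins in YT, 1197 (97.5%) moved the same way. In TC, 3 genes were called for both hairpins, all 3 in the same direction. Between the lines, the effects of shYEATS2 correlated at r -0.126 (Spearman -0.0414) and those of shZZZ3 at r 0.0851 (Spearman 0.112). Leaving out a TC shNT library changed both signs, to 0.0975 for shYEATS2 without replicate 1 and to -0.0341 for shZZZ3 without replicate 2. With single libraries left out these values ranged from -0.313 to 0.0975 and from -0.0341 to 0.163. Of the 110 genes called for shZZZ3 in both lines, 63 (57.3%) moved the same way.

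FBLN5, SPP1, GPC4 and LAMA1 are matrix genes that the study singles out as lowered by the knock-downs, and they were compared in each contrast. In YT all 4 were lower with both hairpins, in both libraries of each group. The largest fall of the 4 in YT shYEATS2 was that of LAMA1 (ENSG00000101680, GRCh38 chromosome 18, 6941742 to 7117797), and in YT shZZZ3 that of SPP1. LAMA1 fell from 356 ± 21.99 CPM (SD, n = 2) in YT shNT to 4.13 ± 0.0718 CPM (SD, n = 2) in YT shYEATS2 and 68.6 ± 13.3 CPM (SD, n = 2) in YT shZZZ3. Its log2 fold changes were -6.40 (SE 0.329, edgeR adjusted p 3.03e-06) and -2.37 (SE 0.268, edgeR adjusted p 5.80e-04). GPC4 fell from 80.7 ± 0.170 CPM (SD, n = 2) to 1.98 ± 0.905 CPM (SD, n = 2) in YT shYEATS2 (-5.27) and 25.7 ± 0.672 CPM (SD, n = 2) in YT shZZZ3 (-1.65). FBLN5 changed by -3.63 and -2.07 and SPP1 by -3.14 and -2.69. In TC the directions were mixed. LAMA1 rose from 10.7 ± 1.33 CPM (SD, n = 2) in TC shNT to 76.2 ± 18.95 CPM (SD, n = 2) in TC shZZZ3 (2.83, edgeR adjusted p 5.97e-04) and GPC4 rose by 1.32 (edgeR adjusted p 0.0144, or 0.0583 when the contrast was fitted alone), each in both libraries. FBLN5 was higher by 1.08 in TC shZZZ3 without passing in edgeR (adjusted p 0.0978). It passed in edgeR with the replicate block (adjusted p 0.0356) and with the GC correction (adjusted p 0.0298), and in DESeq2 (adjusted p 0.0109). SPP1 fell in TC shZZZ3, by -2.19 (edgeR adjusted p 1.52e-03, lower in both libraries). None of the 4 was called in TC shYEATS2 by edgeR, with LAMA1 at 1.07 (adjusted p 0.261; 0.64 without TC shYEATS2 replicate 1) and GPC4 at 0.74 (adjusted p 0.439), and both passed in DESeq2 (adjusted p 0.0406 and 0.0457). The interactions were called for the YEATS2 hairpin in all 4 genes and for the ZZZ3 hairpin in FBLN5, GPC4 and LAMA1, and not for SPP1 (-0.50, edgeR adjusted p 0.521). All 4 were already higher in YT shNT than in TC shNT, by 5.05 for LAMA1 (edgeR adjusted p 1.54e-05), 1.88 for FBLN5 (1.94e-03), 1.33 for SPP1 (5.62e-03) and 1.15 for GPC4 (8.48e-03); with the GC correction SPP1 no longer passed (0.87, edgeR adjusted p 0.0679).

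**Figure D4:**
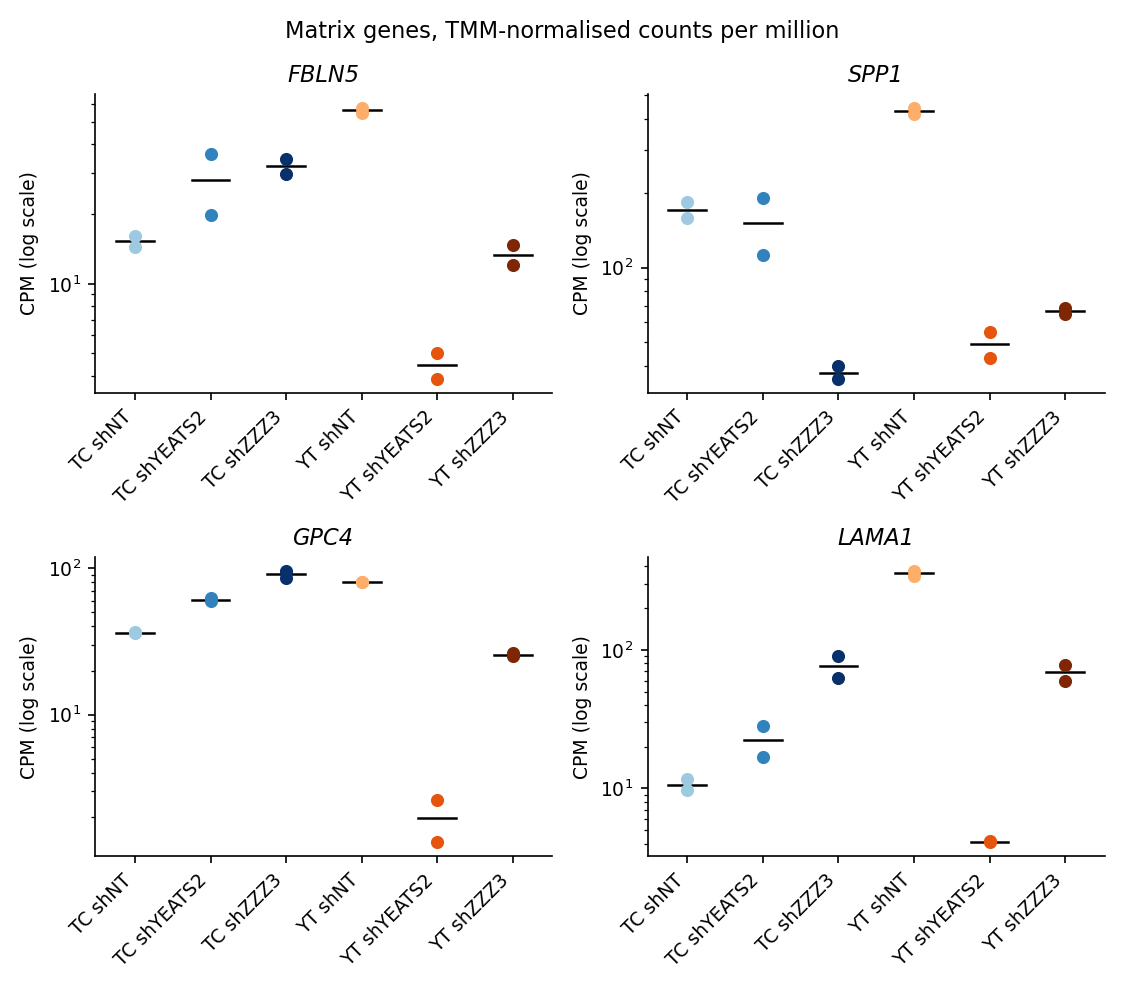
CPM (log axis) of FBLN5, SPP1, GPC4 and LAMA1 in each library, with the mean of each group as a line. The YT shYEATS2 libraries lie lowest of the 12 for FBLN5, GPC4 and LAMA1, and the TC shZZZ3 libraries lie lowest for SPP1.

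A fall of at least 2-fold in at least 2 of the 4 knock-down contrasts, the criterion that the study applied to find its most lowered genes, held for 573 genes (edgeR, adjusted p under 0.05). Of these, 548 were lowered in both YT knock-downs, 40 included a TC knock-down and 15 were lowered in at least 3 of the contrasts. None (0) was lowered in all 4; TC shYEATS2, which that would need, had 2 called falls in all. In the opposite direction 354 genes rose at least 2-fold in at least 2 contrasts. Of the 78 matrix genes tested, 10 were among the 573.

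Among other genes that the study names as fusion targets or matrix markers, LATS2 changed by -1.24 with each hairpin in YT (edgeR adjusted p 1.19e-03 for shYEATS2 and 2.57e-03 for shZZZ3), and AJUBA by -0.92 (3.93e-03) and -0.78 (0.0172, or 0.0788 when the contrast was fitted alone), lower in both libraries of each group. CCN2 at -0.91 (edgeR adjusted p 0.0269) and AMOTL2 at -1.26 (0.0131) were called only in YT shZZZ3, and TEAD1 only in YT shYEATS2 (-1.05, 0.0198), among the knock-down contrasts. CCN1 rose in TC shZZZ3 (1.49, edgeR adjusted p 0.0171) and in YT shYEATS2 (0.99, 0.0202), in both libraries of each. COL1A1 rose in YT shZZZ3 by 1.57 (edgeR adjusted p 3.23e-03, higher in both libraries), and was lower in YT shNT than in TC shNT by -2.21 (edgeR adjusted p 4.62e-04). MAFK was called in no knock-down contrast. VTN, which codes for vitronectin, was not called in any of the 7 contrasts.

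Among the genes with the largest changes, TC shYEATS2 gave LINC02582 (-3.13, edgeR adjusted p 0.0138), EDN3 (2.80, 0.0169), PPM1H (2.02, 0.0169) and CXCL12 (1.82, 0.0138), beside YEATS2 itself. When the contrast was fitted alone, PPM1H and CXCL12 no longer passed (edgeR adjusted p 0.150 for each). They moved the opposite way in YT shYEATS2 (-1.74 and -1.45), with interactions of -3.77 (edgeR adjusted p 1.43e-04) and -3.27 (1.32e-04). In TC shZZZ3 the largest falls were in LPAR6 (-4.74), SAMD11 (-3.49) and PCSK1 (-3.45) and the largest rises in KCNA1 (5.73), KRT5 (5.36) and LSAMP (4.90), with edgeR adjusted p values from 3.34e-04 to 0.0105. In YT shYEATS2 the largest falls were in the myosin heavy chain genes MYH8 (at least 780.4-fold lower), MYH2 (at least 267-fold) and MYH13 (at least 204-fold). The values for single myosin genes are uncertain, since these paralogs are alike in sequence and the counting of shared reads is not stated. The largest rises there were in FRMPD4 (6.12, edgeR adjusted p 7.91e-04), DMBT1 (5.75, 4.78e-05) and SPTSSB (at least 31.6-fold). In YT shZZZ3 KLHDC7B (-6.07, edgeR adjusted p 1.47e-04), MYH15 (-4.80, 3.61e-03) and INHBE (-4.68, 2.04e-03) fell most, and DGKK (at least 34.0-fold), SMOC2 (4.73) and GJA4 (4.50) rose most. By the naming rule each of these genes had both libraries of one group above both of the other.

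The largest interactions for the YEATS2 hairpin were towards lower values in YT for MYH8 (edgeR adjusted p 1.09e-04) and MYH13 (2.26e-04) and towards higher values for FRMPD4 (5.33, 0.0263) and HOXC12 (5.04, 4.72e-04). FRMPD4 had 1 and 40 counts in the TC shYEATS2 libraries, and without replicate 2 of that group its fitted value, which then depends on the prior count, was 8.43. For the ZZZ3 hairpin they were ITIH5 (-6.44, edgeR adjusted p 1.23e-04), INHBE (-6.33, 4.57e-03), FAT3 (2.59e-03) and HMCN1 (5.05, 7.10e-03). ITIH5 rose in TC shZZZ3 (3.40) and fell in YT shZZZ3 (-3.04), and FAT3 fell in TC shZZZ3 (at least 10.6-fold) and rose in YT shZZZ3 (2.23).

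Between the lines under the control hairpin, 1699 genes were called (1027 higher in YT shNT and 672 lower; 4408 at an unadjusted p under 0.05). The largest differences were in SIX2 (-3.21, edgeR adjusted p 1.92e-03), COL1A2 (-3.21, 1.54e-05), MCTP1 (8.18, 5.32e-05) and DMD (at least 174-fold higher in YT shNT), each without overlap between the pairs.

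The gene lists were tested for shifts against all other genes. Of 49 tests 20 passed by camera, and 16 of these also passed by fry in the same direction; none (0) passed when the correlation within each list was estimated from the data, where 10 had an unadjusted p under 0.05. None of the 20 medians changed sign under another scaling. The cell cycle list rose in YT shZZZ3 (median log2 fold change 1.40, camera adjusted p 4.39e-14, 20 of 20 genes higher), in YT shYEATS2 (0.53, 8.17e-04) and in TC shZZZ3 (0.57, 1.16e-06, not by fry). It was lower in YT shNT than in TC shNT (-1.27, camera adjusted p 1.50e-12, 0 of 20 genes higher). In YT shZZZ3 15 of its genes were called over all genes tested and 20 when adjusted over the list alone. These numbers were 7 and 9 in YT shYEATS2, 0 and 0 in TC shZZZ3, and 14 and 19 between the shNT lines. The YAP and TAZ targets rose in TC shZZZ3 (0.45, camera adjusted p 1.06e-04, 20 of 24 higher; 1 called over all genes and 12 adjusted over the list alone) and in TC shYEATS2 (0.16, 0.0309, not by fry; 0 called and 0 adjusted over the list alone). They were higher in YT shNT than in TC shNT (0.44, camera adjusted p 1.30e-03), and did not pass in YT shYEATS2 (-0.13, 0.841), where 12 were called and 15 adjusted over the list alone, or in YT shZZZ3 (-0.16, 0.118; 9 and 12), though fry gave an adjusted p of 0.0241 for lower values in the latter. Single libraries moved some of these medians by more than 1.5 times. For the YAP and TAZ targets, TC shYEATS2 was at 0.02 without TC shYEATS2 replicate 1 and at 0.27 without TC shNT replicate 2. YT shYEATS2 was at -0.07 without YT shNT replicate 1, YT shZZZ3 at 0.00 and -0.36 without YT shZZZ3 replicates 1 and 2, and the shNT lines at 0.28 without TC shNT replicate 1. The cell cycle list in YT shYEATS2 was at 0.82 without YT shNT replicate 1.

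The MAPK list rose in TC shYEATS2 (0.48, camera adjusted p 2.42e-06, 15 of 16 higher; 0 genes called and 2 adjusted over the list alone), fell in YT shZZZ3 (-0.44, 0.0103; 3 and 5), and did not pass by camera in YT shYEATS2 (0.10, 0.213; 5 and 6). By fry it passed as higher in YT shYEATS2 (fry adjusted p 0.0434) and in TC shZZZ3 (fry adjusted p 0.0471), where camera gave 0.169 and the median of 0.08 was 0.01 with the GC correction and changed sign, to -0.06, without TC shZZZ3 replicate 1. It was higher in YT shNT than in TC shNT (0.59, camera adjusted p 7.10e-04). The TFE3 list fell in YT shYEATS2 (-0.46, camera adjusted p 0.0110; 7 called and 10 adjusted over the list alone) and in YT shZZZ3 (-0.52, 5.67e-03; 4 and 8), and was higher in YT shNT than in TC shNT (0.61, 1.85e-05). The interferon list passed only as higher in YT shNT (0.43, camera adjusted p 3.58e-03; 3 and 5). With the GC correction its median there was 0.26, and no list test was run on corrected values. The matrix list passed in no contrast by camera or fry. The ATAC subunits, which include the hairpin targets, passed in no contrast by camera, and passed by fry as lower in YT shYEATS2 (fry adjusted p 3.61e-03) and in the YEATS2 interaction (fry adjusted p 0.0373). Of the 78 matrix genes, 33 were called in YT shYEATS2 and 39 adjusted over the list alone, 17 of them lower; in YT shZZZ3 these numbers were 19 and 30, 15 of them lower. In TC shZZZ3 10 matrix genes were called and 24 adjusted over the list alone, and in TC shYEATS2 0 and 6. Single libraries moved some of these medians by more than 1.5 times. The MAPK list in TC shYEATS2 was at 0.26 without TC shYEATS2 replicate 2 and in YT shYEATS2 at 0.04 without YT shNT replicate 1. The TFE3 list in YT shZZZ3 was at -0.35 without YT shZZZ3 replicate 1, and the interferon list between the shNT lines at 0.78 without TC shNT replicate 2.

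Log2 fold changes were also followed along the chromosomes, a comparison chosen after the data were seen, in 519 windows of 25 genes with the GC correction. In YT shYEATS2 the median over 453 genes of chromosome 8 was -0.44, with 17 of 18 windows below 0, and its libraries gave -0.44 and -0.46. In YT shZZZ3 the median was -0.19, also with 17 of 18 windows below 0. In TC shYEATS2 and TC shZZZ3 it was 0.02 and 0.04, and between the shNT lines 0.01. On chromosome 5 the median of the windows in YT shYEATS2 was 0.18 over the first 18 windows and -0.33 over the last 6, with the change between windows that end and start at 149.1 Mb. In YT shZZZ3 these medians were 0.14 and -0.11. Other chromosomes shifted in YT shYEATS2 as well. Chromosomes 9 (-0.23), 13 (-0.33), 16 (-0.30) and 21 (-0.35) had each of their windows below 0, and chromosome 14 (0.29) had 0 of 17 below 0. Chromosome 17 was higher with both hairpins in both lines, at 0.11 and 0.09 in TC and 0.19 and 0.14 in YT. Fold changes of genes in shifted regions include these shifts, as for LATS2 on chromosome 13 and for FBLN5 and AJUBA on chromosome 14.

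**Figure D5:**
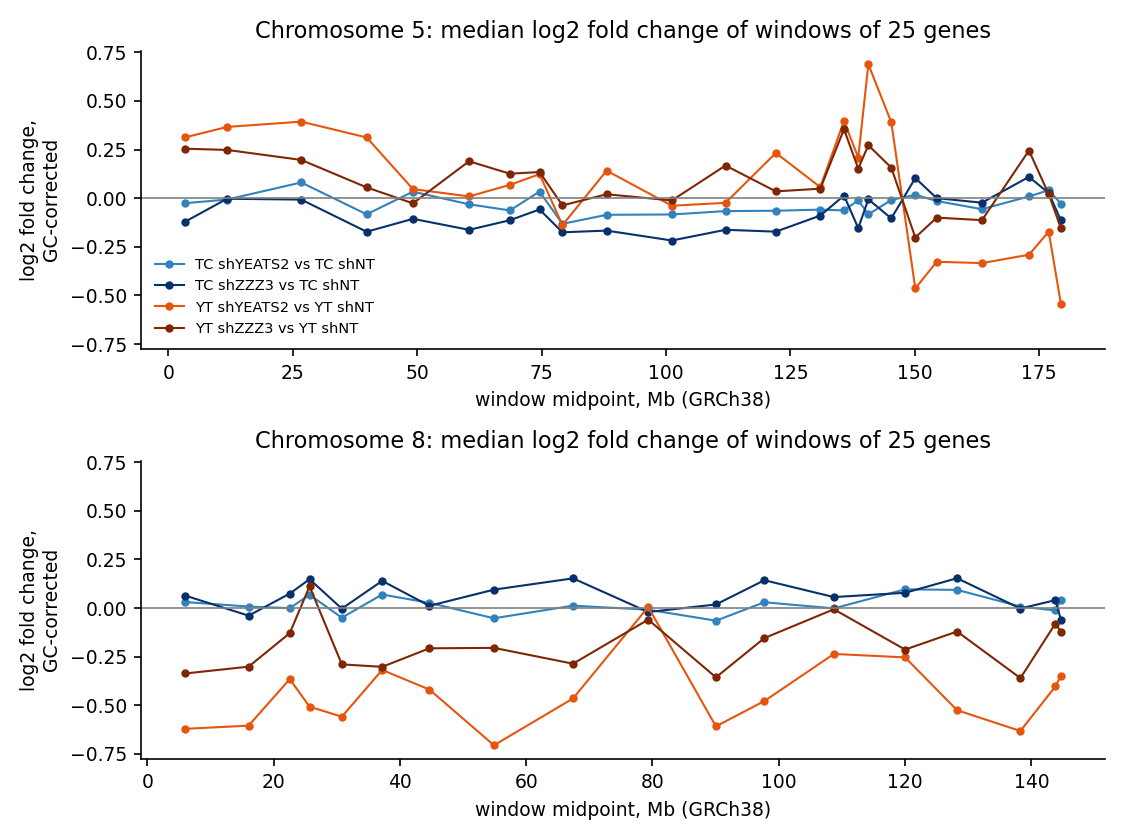
Median GC-corrected log2 fold change of windows of 25 genes against the position of the window midpoint (Mb, GRCh38) on chromosomes 5 and 8, for the 4 knock-down contrasts against their shNT. On chromosome 8, 17 of 18 windows lie below 0 in each YT knock-down, and on chromosome 5 the last 6 windows of YT shYEATS2 lie at -0.17 or lower.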

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

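The tests below on the spread between libraries, depth, strength of the knock-downs, the control libraries and the fusion transcript were chosen only after the result was seen. Every result here was singled out because the effect of a hairpin differed between the TC and YT lines by a test of the difference itself (the edgeR interaction contrast with Benjamini-Hochberg adjustment, or camera on that contrast).

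The YEATS2 hairpin acted differently on 1725 genes and the ZZZ3 hairpin on 795 genes. Of the 22 genes named for a knock-down contrast, hairpin targets left out, 15 had a called difference for that hairpin. These numbers go with the larger count of calls in the YT knock-downs, so the explanations for that count were weighed first. Deeper YT libraries are argued against, since the YT contrasts had fewer counts per library than the TC contrasts with both hairpins (ratios of 0.862 and 0.967). GC content is argued against as the cause, because after the GC correction the YT knock-downs still gave 5.57 times as many calls as the TC knock-downs for ZZZ3, and 104 times for YEATS2. Removal of the window medians along the chromosomes left ratios of 6.02 and 82.6. For YEATS2, a weaker knock-down in TC is argued against by an interaction at YEATS2 itself of -0.13, and a wider spread between TC libraries by the ratio of effect sizes, which was 1.477 at its lowest with a library left out. For ZZZ3 neither can be told apart from a difference between the fusions. The ratio of effect sizes fell to 0.962 without TC shNT replicate 1, and the interaction at ZZZ3 was -0.57 with an SE of 0.592, too wide to place the knock-downs. A larger response of the YT line to the YEATS2 hairpin remains as a hypothesis. A clonal or other lasting difference between the cell populations is confounded with the groups, and it remains open, since the study describes separate transductions for its sequencing replicates in general and not for these libraries.

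The matrix genes, TEAD targets and other genes that the study names were grouped because most fell in a YT knock-down and were higher or not called in the matching TC knock-down. For the YEATS2 hairpin the interactions were -4.51 for FBLN5, -2.97 for SPP1, -6.01 for GPC4, -7.47 for LAMA1, -1.49 for AJUBA and -1.42 for LATS2. For the ZZZ3 hairpin they were -3.15 for FBLN5, -2.97 for GPC4, -5.20 for LAMA1, -1.74 for CCN2, -2.21 for AMOTL2, -1.45 for AJUBA, -1.83 for LATS2 and -1.33 for MAFK, while COL1A1 went the other way at 2.11. After the GC correction 15 of these 15 interactions were still called with the same sign, and after removal of window medians 15 as well, so neither trend accounts for them.

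An outlying YT shNT control would produce falls in both YT knock-downs, since both share it. The genes were therefore also set against TC shNT, with GC correction. For the matrix genes in YT shYEATS2 the control is argued against as the whole cause: the 4 genes lay below TC shNT as well, with -1.42 as the smallest fall (LAMA1) and -4.22 as the largest (GPC4). In YT shZZZ3 they went both ways against TC shNT, from -1.54 for SPP1 to 2.66 for LAMA1 with a median of -0.37, and a high starting level in YT shNT cannot be told apart from an effect of the hairpin there. For the TEAD targets CCN2, AMOTL2, AJUBA and LATS2, the 8 values had a median of -1.02 against YT shNT and of -0.33 against TC shNT. Against TC shNT 6 of the 8 lay below 0. CCN1 and TEAD1, without a called interaction, were left out. The 4 genes were higher in YT shNT than in TC shNT, by 0.55 to 0.98. Each value therefore falls less against TC shNT by construction, and the comparison cannot decide whether a high level in YT shNT caused part of these falls. Whether that level belongs to YAP-TFE3 or to these libraries was not tested. In TC shZZZ3, more transcript of the fusion could raise its targets. CAMTA1 rose there by 1.13 while WWTR1, the other parent, moved by -0.10, and as reads of the transgene cannot be separated from those of the cell's own genes, this explanation cannot be told apart from others.

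The remaining named genes were singled out by the size of the difference. For the YEATS2 hairpin these were MYH8 (edgeR adjusted p 1.09e-04) and MYH13 (edgeR adjusted p 2.26e-04), lower in YT, and FRMPD4 (5.33) and HOXC12 (5.04), higher in YT. For the ZZZ3 hairpin they were ITIH5 (-6.44), INHBE (-6.33), FAT3 (edgeR adjusted p 2.59e-03, higher in YT) and HMCN1 (5.05). The value for FRMPD4 was 8.43 without TC shYEATS2 replicate 2. Reads shared between the myosin genes were not separable in counts per gene, so the family is best read as a whole. No biological explanation was tested for these genes one by one.

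Among the gene lists, the effect of the YEATS2 hairpin differed for the TFE3 list (median difference -0.50) and the cell cycle list (0.60), and the effect of the ZZZ3 hairpin for the YAP and TAZ targets (-0.73), the MAPK list (-0.64), the TFE3 list (-0.32) and the cell cycle list (1.22). The cell cycle differences did not pass by fry with either hairpin, and none of these passed with the correlation estimated per list. The ATAC subunits differed for the YEATS2 hairpin by fry (fry adjusted p 0.0373) and not by camera (camera adjusted p 0.462). The cell cycle difference for YEATS2 rests on the TC shYEATS2 pair, at 1.12 without replicate 1 and 0.33 without replicate 2. With the GC correction the medians were -0.64 (TFE3) and 0.65 (cell cycle) for YEATS2, and -0.72, -0.59, -0.25 and 1.18 for ZZZ3, in the order above. GC content as the whole cause of these medians is argued against by the kept signs, but no list test was run on corrected values. The other explanations tested above for the counts and for single genes were not run on the lists. A different density or growth state of the cultures at harvest is confounded with the groups. In its other RNA sequencing the study collected lines with CAMTA1 below confluence and the others at confluence; the densities of these cultures are not stated.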

How the results depend on the processing

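The corrections for GC content and for windows along the chromosomes, and the leave-one-out values of the principal components, were chosen only after the results were seen. Of 229 comparisons of a main result with an alternative (values with 1 library left out not included), 183 kept their direction, side of the threshold and size, and 46 did not. The count of genes lowered in at least 2 contrasts stayed within 1.5 times its main value in each alternative run. With 602 values of named genes, 9 no longer passed, 7 newly passed and 0 changed direction.

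Numbers of calls follow in the order TC shYEATS2, TC shZZZ3, YT shYEATS2, YT shZZZ3, the YEATS2 and ZZZ3 interactions and the shNT lines, only where they moved by more than 1.5 times. With no filter on low counts the calls were 213, 744, 2611 (YEATS2 interaction), 1549 (ZZZ3 interaction) and 2710 (shNT lines). The balance of directions then moved for the ZZZ3 hairpin. Higher and lower calls were 385 and 359 in TC shZZZ3, 1382 and 1300 in YT shZZZ3, and 764 and 785 in the ZZZ3 interaction. DESeq2 called 114 and 532 genes in TC and 1274 in the ZZZ3 interaction. The GC correction gave 55 and 681 in TC, 3790 in YT shZZZ3, 3609 and 1949 for the interactions and 3403 between the shNT lines, and with window medians removed as well these were 60, 613, 3688, 3105, 1847 and 3290. The replicate block gave 28 calls in TC shYEATS2, or 16 with a block within each fusion. Fits to the libraries of the contrast gave 4 and 157 in TC, 8719 in YT shYEATS2 and 941 between the shNT lines; fits to 1 fusion gave 0 (663 at an unadjusted p under 0.05) and 87 in TC, and could not be made for the interactions or between lines. A fit to fewer libraries takes the spread from those libraries alone. The coefficient of variation over all 6 groups was 0.205. It was 0.0982 and 0.110 in the YT shYEATS2 and YT shNT pairs. In the TC shNT, TC shYEATS2 and TC shZZZ3 pairs it was 0.296, 0.245 and 0.0743. The main counts thus rest on a spread shared by unequal groups. Beyond this the cause was not tested for any setting above. The stricter threshold lowers counts by construction, to 0 (927 at an unadjusted p under 0.05), 87, 1751, 747, 705, 227 and 675. Of the 8 genes called in TC shYEATS2, 8 were also called in DESeq2 and with the GC correction. When the contrast was fitted alone 3 of them were called, and in the fit of the TC groups 0.

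YEATS2 in TC no longer passed when the contrast was fitted alone (-1.57, edgeR adjusted p 0.150), with fewer samples, nor did ZZZ3 in YT (-1.51, edgeR adjusted p 0.0540) or with library totals (-1.47, 0.0864; the cause was not tested). The effect size of YT shYEATS2 was 0.706 over genes with at least 5 counts, 0.564 with at least 500, 0.526 with the GC correction and 0.463 with window medians removed, which gave 0.406 for YT shZZZ3. The correlation of the hairpins in YT was 0.723 over genes with at least 500 counts, and the first component held 33.8% over all genes. With the correlation estimated per list, 0 of 20 list tests passed (10 at an unadjusted p under 0.05). Of 80 comparisons for single lists 24 no longer passed.

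With 1 library left out, values only are given, because an arm of 1 library allows no test. The effect size ranged from 0.200 to 0.430 in TC shYEATS2, 0.280 to 0.486 in TC shZZZ3, 0.604 to 0.667 in YT shYEATS2 and 0.446 to 0.675 in YT shZZZ3. The ratio ranged from 1.477 to 3.34 for YEATS2 and from 0.962 to 2.40 for ZZZ3. The correlation of the hairpins ranged from 0.155 to 0.667 in TC and from 0.559 to 0.700 in YT; that between the lines ranged from -0.313 to 0.0975 for YEATS2, which reversed without TC shNT replicate 1, and from -0.0341 to 0.163 for ZZZ3, which reversed without TC shNT replicate 2. The first component held 36.1% to 54.8% and the second 17.8% to 31.6%. The fall of YEATS2 ranged from -1.76 to -1.39 in TC and from -1.77 to -1.58 in YT, and that of ZZZ3 from -1.45 to -0.22 in TC and from -2.25 to -0.97 in YT. YAP1 between the shNT lines ranged from -0.07 (without TC shNT replicate 1) to 0.68.

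Whether replicate numbers pair the samples was not settled. Over 15 pairs of groups the correlation of the replicate differences ran from -0.438 to 0.898, with 7 above 0.1 and 4 below -0.1. Within TC the 3 values were above 0 (0.346, 0.428 and 0.180), and within YT they were -0.367, -0.00225 and 0.0313, so no direction was shared over both lines. Yet replicate 1 had more counts and a lower mitochondrial share in each of the 6 groups, so pairing is not excluded. With the block over all 12 libraries the calls rose in each contrast, to 28, 353, 4656, 2283, 2178, 1021 and 2225, and these counts apply if pairing holds. With a block within each fusion the calls were 16, 323, 4117, 1964, 1851, 885 and 1316. Those between the shNT lines thus fell, from 1699. Depth limits lowly expressed genes, for which only lower bounds are given, and 2 libraries per group limit the TC shNT, TC shYEATS2 and YT shZZZ3 contrasts most, where the coefficients of variation of the pair were 0.296, 0.245 and 0.273, against 0.0743 to 0.110 in the other groups.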

Other observations

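In this part the tests on GC content, gene order, the hairpin in TC, whole-chromosome shifts, the failed knock-down, the shared state and reads of another library were chosen only after the result was seen.

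Expression shifted along whole chromosome regions in YT shYEATS2 and, less, in YT shZZZ3. Window medians were more widely spread than in any of 1000 shuffles of the gene order (0 shuffles as wide), with a spread 1.84 times that of the shuffled orders in YT shYEATS2. This also held in the other contrasts, at 1.25 to 1.76 times, so neighbouring genes move together to some degree in each. GC content is argued against by a chromosome 8 median of -0.44 in the YT shYEATS2 library with the smaller shift after the GC correction. Depth is argued against by similar shifts above and below the median count (-0.44 and -0.43), and for chromosome 8 an effect of the YEATS2 hairpin whatever the fusion by a median of 0.0174 in TC shYEATS2. That does not hold for each chromosome. Chromosome 17 was higher in the 4 knock-downs (medians 0.11 in TC shYEATS2, 0.09 in TC shZZZ3, 0.19 in YT shYEATS2 and 0.14 in YT shZZZ3), and the 8 windows of chromosome 13 lay below 0 in TC shYEATS2 (-0.05, but 0.05 and -0.10 by replicate) as in YT shYEATS2 (-0.33). DNA copy number that differs between the cell populations cannot be told apart from other causes that act on whole chromosomes. It predicts that the windows of chromosome 8 move alike, and 17 of 18 lay below 0 in each YT knock-down, but any such cause predicts this, and DNA was not measured. Over all windows the spread in YT shZZZ3 was 1.41 times that of the shuffled orders, below the TC knock-downs (1.44 and 1.42 times). On chromosome 5 the shift changes sign at 149.1 Mb. YT shYEATS2 and YT shZZZ3, set against different TC libraries so that no control was shared, correlated at r 0.559 across windows with a slope of 0.306, whereas YT shNT in place of YT shZZZ3 gave -0.0845. A simple mixture of YT shNT-like and YT shYEATS2-like cells in YT shZZZ3 is argued against. Genes gained at least 8-fold in YT shYEATS2 put the fraction at a median of 0.202 (36 genes, quartiles 0.0281 and 0.345), while genes lost at least 8-fold put it at 0.752 (132 genes, quartiles 0.580 and 0.852). The YT shYEATS2 libraries gave -0.44 and -0.46 on chromosome 8; if they came from separate transductions, a change particular to 1 of them would not give both. The study describes separate transductions for its sequencing replicates in general and not for these libraries, so this stays open.

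The TC shYEATS2 libraries lay farther apart than TC shYEATS2 and TC shNT. Between them 638 genes differed at least 2-fold, and for 511 of these (80.1%) the TC shNT mean lay between. EBF2, for example, had 1.480 and 44.7 CPM, KDR 12.8 and 133 CPM, TRIML2 75.4 and 2.71 CPM and PGM5 112 and 6.33 CPM in replicates 1 and 2; these were picked after their values were seen. A failed knock-down in 1 library is argued against by YEATS2 itself, at most 45.5 CPM in either, against 113 and 123 CPM in TC shNT. GC content is argued against, as the half-difference of the pair had an SD of 0.246 after the correction, where no other pair exceeded 0.193. Reads of another library of the series would not lift genes above all others, yet 15 genes in replicate 1 and 12 in replicate 2 lay 2-fold above every library of the other groups. The shift of YT shYEATS2 on chromosome 8 is argued against by a median of -0.00286 there between the replicates. On chromosomes 13 (0.05 and -0.10 in replicates 1 and 2), 14 (-0.09 and 0.10) and 21 (0.06 and -0.20), replicate 2 lay in the direction of YT shYEATS2. Chromosomes 9 (0.06 and 0.02) and 16 (-0.002 and -0.01) differed less. Window medians over all chromosomes correlated at r 0.230. Shifts of YT shYEATS2 present in part in replicate 2, apart from chromosome 8, thus cannot be told apart from other causes. A state of the cells shared with YT shYEATS2 cannot be told apart from others: the difference of the pair correlated at r 0.183 with the effect of shYEATS2 in YT, where the 5 other pairs gave -0.151 to 0.0853 with the YEATS2 contrast of the other line. Of the 638 genes, 275 were called in YT shYEATS2, and 203 of these (73.8%) had the same sign there as in replicate 2 against replicate 1, where 55.1% of the 2899 genes called in YT shYEATS2 did. What keeps it open is the small size of the r over all genes, and the lack of a further TC shYEATS2 library. Cells that diverged after transduction may also give such a pair (r 0.183), which was not tested.

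Replicate 1 of TC shNT and replicate 1 of YT shZZZ3 deviated from their partners in a like way (r 0.898 across genes). The deviation of TC shNT replicate 1 correlated with GC content at r 0.789 and that of YT shZZZ3 replicate 1 at 0.704. At the same GC content they correlated with gene length at r -0.285 and -0.212. A technical difference in library preparation that favours genes of high GC content and short length is consistent with these values. GC content as the whole cause is argued against by an r of 0.774 between the deviations after the correction. MALAT1 was at 55.8 and 154 CPM in the TC shNT libraries and at 39.96 and 196 CPM in the YT shZZZ3 libraries, and ZZZ3, with a GC content of 37.6%, moved the same way. The 12 libraries share a lane and run string, the labels give no batch of library preparation, and no biological explanation was tested.

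Genes lowered in both YT knock-downs started high. Of 533 genes called lower in both, with a mean of at least 50 counts, 514 (96.4%) were higher in YT shNT than in TC shNT, against 51.8% of all genes, and 359 were called higher. Of the 396 genes called higher in both, 369 (93.2%) were lower in YT shNT. Chance values of the shared YT shNT libraries would produce such a pattern. In a separate check, 1 YT shNT library was used for the knock-down contrasts and the other for the comparison with TC shNT, on GC-corrected values. Genes were taken here without a test, if at least 2-fold lower in both knock-downs. Of 476 and 471 such genes in the 2 arrangements, 439 (92.2%) and 440 (93.4%) were higher than in TC shNT, against 49.4% and 49.6% of all genes. Chance values of single libraries are thus argued against. Of the 533 genes, 271 (50.8%) lay below TC shNT in both YT knock-downs. A loss of part of the programme set up by YAP-TFE3 and a YT shNT population that differs lastingly from the parents of the knock-down lines both go with these values (92.2%). A different density or growth state of the YT shNT cultures at harvest stays open as well. Of the 20 cell cycle genes, 0 were higher in YT shNT than in TC shNT. Against YT shNT, 19 were higher in YT shYEATS2 and 20 in YT shZZZ3. If the YT shNT libraries came from separate transductions, which the study describes for its sequencing replicates in general and not for these libraries, the shares in both arrangements would argue against a difference particular to 1 transduction.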
